A study of Mus musculus with 48 samples.

How the data were processed

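Total RNA from whole-thickness mouse intestine was sequenced on an Illumina NovaSeq instrument, per the labels. Each sample was a 2 cm piece, either of duodenum next to the stomach outlet or of ileum next to the junction with the caecum. The mice were C57BL/6J, of both sexes, taken over 8 ages, with usually 2 or 3 ages drawn from a litter, per the labels. The labels describe the housing as standard germ-free. Whether the animals were germ-free or specific pathogen free could not be settled. They stayed with the dam until day 21 and then ate chow. The labels number the samples of each region and age 1 to 3, which gives 48 samples in 16 groups of 3. Whether the duodenum and ileum samples that share an age and a number came from one animal is not stated.

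The estimated counts per gene were made by the authors, who summarised transcript-level estimates to genes with tximport, per the file's own name. The quantification program, the genome build and the annotation release are not stated, so no genome coordinates are given here. This table holds 54532 Ensembl gene identifiers and one column per sample, and its values were already whole numbers. Estimated counts assign reads that match several transcripts by a model, so the values of near-identical genes depend on that model. A pair of further deposited tables, one per region, holds a scaled signal that the authors called normalized counts. Each of their 40 columns equalled the estimated count of the same sample divided by one factor per column. That factor was the same as a median-of-ratios size factor computed within the region over its 20 columns. Neither table has a column for the day 4 samples or for day 6 sample 3 of its region, 8 samples in all, and the labels give no reason. Gene symbols came from the normalized tables, which pair 51106 identifiers with a symbol, and 54409 of the identifiers also occur in GENCODE release M21.

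Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filterByExpr on the 16 groups, which left 20901. Libraries were scaled by the trimmed mean of M values (TMM), and a quasi-likelihood model with robust dispersion was fitted to all 48 samples with one mean per group. The 28 tests were contrasts of those means. They comprised the effect of age within each region, week 4 against day 0, each step between neighbouring ages, ileum against duodenum at each age and averaged over ages, and the interaction of region and age. P-values were adjusted by the Benjamini-Hochberg method within each test, and genes under an adjusted p of 0.05 are called. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. Expression levels are CPM, counts per megacount of the library after TMM scaling. Log2 CPM for principal components and correlations used a prior count of 2.

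The genes named were set by a rule made before the data were examined, as were the groups, the tests and most of the alternatives. The rule took a panel of 24 genes of intestinal maturation, digestion, secretion and immunity. It added the 3 largest rises and 3 largest falls from day 0 to week 4 in each region, among called genes whose samples did not overlap. It further added the 3 genes highest in each region among called genes with one sign at all 8 ages, and the 4 genes with the smallest interaction p. The genes added to the panel needed a symbol and a mean log2 CPM of at least 1. Xist and 4 Y-linked genes served to check sample identity.

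Each test was repeated with relative log expression (RLE) size factors in edgeR, without the low-count filter, and with a mean count of at least 10. It was also repeated with DESeq2 1.42.0, with only the compared groups in the model, and with each sample left out in turn. Another repeat used the sample number as a replicate block. For regional comparisons the block joined the duodenum and ileum samples that share an age and a number in the labels. For comparisons between ages the number was an additive block within a region, although different ages are different mice. The age effects were also tested with limma 3.58.1 on log2 of the authors' normalized signal plus 1 or plus 0.1. A further set of alternatives was chosen after seeing the data. These left out the 8 samples that have no column in the normalized tables, with and without the replicate block, or added a sex index to the steps of week 3 and week 4. The sex index was log2 of the CPM of Xist plus 1 minus log2 of the CPM of Ddx3y plus 1.

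The edgeR procedure was tested on counts simulated from each gene's mean over all 48 samples and the real library sizes. In them 200 of 20901 genes were changed 2- to 4-fold, in duodenum week 4 only. For this change the procedure recovered 47.5% of the changed genes in week 4 against day 0, and 3.1% of its calls were false. For the duodenum age effect it recovered 50.5%, with 1.9% of calls false. For the interaction it recovered 30%, with 6.2% of calls false, and for ileum against duodenum at week 4 it recovered 51.5%, with 6.4% false. The last 2 false shares exceeded the 5% threshold. No gene was called in the ileum, where none had been changed. The simulated spread followed a trend with expression level, without outlying samples, and no other gene differed between groups. These shares therefore need not hold for the real data, where most genes changed with age. Samples of one group were compared for repeated deposits of one library. The lowest chi-square per degree of freedom between any pair was 11.5, so all samples counted as separate replicates.

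Total counts ran from 16824021 to 65042327 per sample. A gene with 3 counts, taken as the smallest detectable signal, corresponds to at most 0.2 CPM in any library. Folds given as at least a value, against a group with no library over 3 counts, were computed against that floor and are lower bounds. Log2 fold changes and log2 differences are model estimates, also where a group had no library over 3 counts. Floors and counts cover counting error only, since reads without molecular identifiers are not independent molecules. Transcript lengths and GC contents for bias checks came from the longest GENCODE M21 transcript of each gene, for 99.9% of the genes examined. For 1 check of the interaction, each sample's lowess trend with GC content entered the edgeR model as an offset. Lengths and GC contents were used as sequence properties only, since the annotation release behind the counts is not stated.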

Results

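The series catalogued RNA in the mouse small intestine over the first weeks of life, when newborn bowel is prone to necrotizing enterocolitis, an inflammatory disease in which bowel tissue dies. Duodenum, the first part of the small intestine, and ileum, the last, were each sampled at day 0, 2, 4, 6 and 8 and at week 2, 3 and 4 after birth. With 3 samples per region and age there were 48 samples. The values were the authors' estimated counts per gene.

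Total counts ranged from 16824021 to 65042327 per sample. Totals of duodenum samples ran from 23173093 to 65042327 and those of ileum samples from 16824021 to 42029626. Between 23390 and 27581 genes had at least 1 count in a sample. Mitochondrial transcripts took 13.1% to 35.2% of the counts, and the 10 most abundant genes took 13.3% to 32.4%.

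The first principal component of log2 CPM over the 2000 most variable genes carried 41.8% of the variance, with week 3 and week 4 samples at its upper end. The second carried 18%, and at each age the duodenum samples lay above the ileum samples on it, apart from the samples labelled day 6 number 3. Within groups, Spearman correlation between samples was lowest at day 6, at 0.932 in both regions. Pairs of samples of the other groups had correlations from 0.950 to 0.991. The low values at day 6 came from sample number 3 in each region. The sample labelled duodenum day 6 number 3 had a mean correlation of 0.933 with its own group and 0.972 with the ileum samples of day 6. The sample labelled ileum day 6 number 3 had 0.933 with its own group and 0.967 with the duodenum samples of that age. Pdx1, a transcription factor gene of the proximal gut, stood at 0.115 CPM in the sample labelled duodenum day 6 number 3, against 11.1 and 11.75 CPM in the other duodenum samples of that age. It stood at 14.6 CPM in the sample labelled ileum day 6 number 3, against 0.0872 and 0.421 CPM in the other ileum samples. All samples were kept under their labels in the values that follow, so every day 6 mean contains 1 sample of this kind per region. The authors' normalized tables contain neither of these samples and none of day 4.

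**Figure D1:**
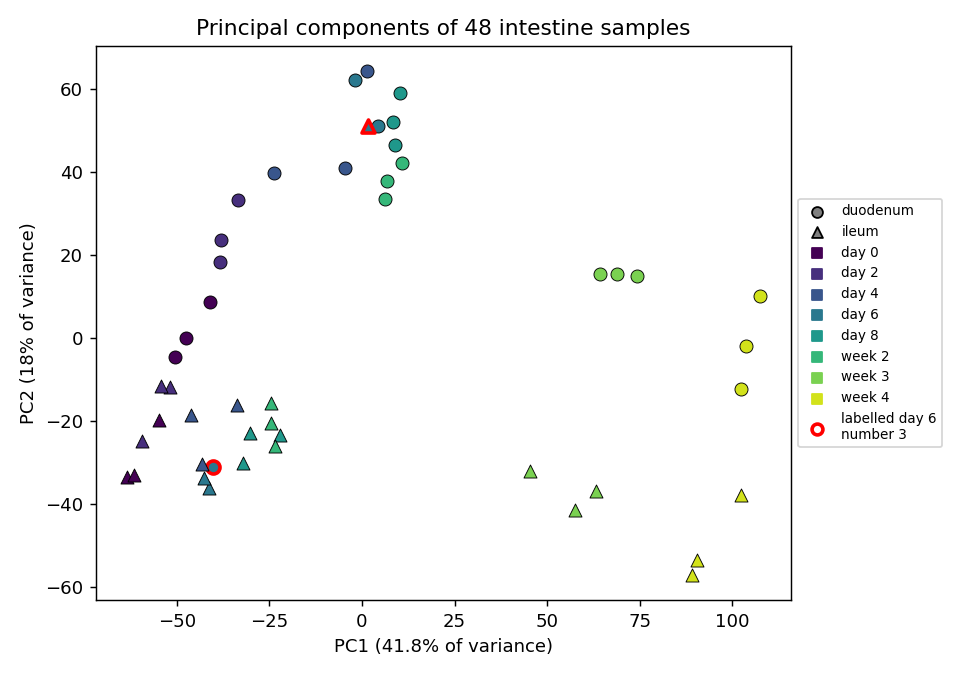
First and second principal components (PC1 and PC2, arbitrary units, with their share of variance) of log2 CPM in 48 samples, with circles for duodenum, triangles for ileum and colour for age. Week 3 and week 4 lie at the upper end of PC1 and PC2 parts the regions within each age, except that the samples labelled day 6 number 3 (red outline) lie among samples of the other region.

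Xist, an RNA made from the inactive X chromosome of females, and the Y-linked Ddx3y were compared between the duodenum and ileum samples sharing an age and a number. Of 24 such pairs, 22 had the same pattern in both regions, either Xist alone or Ddx3y alone. The other 2 were day 0 numbers 2 and 3, where the ileum had Xist alone and the duodenum had both. Over all samples, 32 had Xist alone, 14 had Ddx3y alone and 2 had both. No sample of day 6, day 8 or week 4 had Ddx3y alone, so sex was not balanced over ages.

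The first comparison asked which genes changed with age within a region. By edgeR's quasi-likelihood test over 8 ages, 13983 of 20901 genes (66.9%) were called in the duodenum and 11277 (54.0%) in the ileum. The alternatives that moved these counts most were limma on the authors' normalized signal plus 1 in the duodenum, with 16138 genes, and the fit without the 8 samples absent from the normalized tables in the ileum, with 14312. The fit without the 8 samples was chosen after seeing the data. The limma fit lacked those samples of its region too, so its move cannot be put down to limma alone. In the duodenum, edgeR without the 8 samples gave 15525 genes. Of the 24 panel genes, 23 passed in the duodenum and 21 in the ileum with adjustment over all genes, and 23 and 22 with adjustment over the panel alone. Gata4, a transcription factor gene of the proximal intestine, passed in neither region.

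Between day 0 and week 4, 7846 genes were called in the duodenum, of which 3844 rose and 4002 fell. In the ileum 8164 were called, with 4163 rising and 4001 falling. Changes over 2-fold made up 5313 of the duodenal and 5711 of the ileal calls. The largest increase under an alternative came in the fit without the 8 samples, with 10195 genes in the duodenum and 10176 in the ileum. The largest decrease in the ileum came with only the compared groups in the model, with 6536 genes. Of the 24 panel genes, 19 were called in the duodenum, and also 19 with adjustment over the panel. In the ileum these numbers were 18 and 20.

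Sis (ENSMUSG00000027790), which encodes the sucrose-digesting enzyme sucrase-isomaltase, rose from 17.3 ± 4.93 CPM (SD, n = 3) at day 0 to 4527 ± 839 (SD, n = 3) at week 4 in the duodenum. Its log2 fold change was 8.03 with a standard error of 0.48 (edgeR adjusted p = 6.71e-16). In the ileum it rose from 15.4 ± 7.32 to 4682 ± 2750 CPM (SD, n = 3 each), a log2 fold change of 8.25 ± 0.48 SE (edgeR adjusted p = 2.93e-16). The rise was not simultaneous, since week 2 levels were 133 ± 19.2 CPM in the duodenum and 20.6 ± 3.32 in the ileum (SD, n = 3 each). At week 2 the ileum was lower by edgeR's test, with a log2 difference of -2.69 ± 0.38 SE (adjusted p = 1.61e-05). By week 3 the levels were 3426 ± 408 and 4441 ± 146 CPM (SD, n = 3 each). Lct, the gene of the milk sugar enzyme lactase, did not differ between week 4 and day 0 in the duodenum. Its log2 fold change there was 0.01 ± 0.45 SE (edgeR adjusted p = 0.992), with 2348 ± 387 and 2361 ± 1020 CPM (SD, n = 3 each). In the ileum the change of -1.08 ± 0.46 SE was also not called (edgeR adjusted p = 0.059), and the 3 week 4 samples spread from 107 to 1560 CPM. That Lct result in the ileum rested on week 4 number 1, without which the change was -2.88 (edgeR adjusted p = 1.34e-07). It was also called with a mean count of at least 10 (edgeR adjusted p = 0.0488), and over its 13 alternatives the adjusted p ran from 1.34e-07 to 0.395. Treh, encoding the disaccharidase trehalase, rose in both regions, to 573 ± 143 CPM in the duodenum and 130 ± 70.9 in the ileum at week 4 (SD, n = 3 each).

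Several genes of the suckling-stage epithelium fell. The panel gene Cubn fell in the duodenum, by -1.56 ± 0.49 SE on the log2 scale (edgeR adjusted p = 0.0105). Its ileal change of -0.99 ± 0.48 SE was not called (edgeR adjusted p = 0.101). Cubn did not fall steadily between these ages. Its duodenal level was 172 ± 16.3 CPM at day 8 and 774 ± 109 at week 3 (SD, n = 3 each). In the ileum its mean was highest at week 3, at 1817 ± 88.9 CPM (SD, n = 3). Ass1 (ENSMUSG00000076441), encoding argininosuccinate synthase, went from 735 ± 68.3 to 5.14 ± 0.671 CPM in the duodenum (SD, n = 3 each), with a log2 fold change of -7.16 ± 0.48 SE (edgeR adjusted p = 1.63e-14). Its ileal level went from 655 ± 20.3 to 4.25 ± 1.30 CPM (SD, n = 3 each), with a log2 fold change of -7.26 ± 0.49 SE (edgeR adjusted p = 1.08e-14). Its levels in duodenum and ileum were 294 ± 55.1 and 359 ± 33.7 CPM at week 2 and 28.0 ± 9.28 and 20.4 ± 13.1 CPM at week 3 (SD, n = 3 each). Fcgrt, the gene of the neonatal Fc receptor, and Prdm1, a repressor gene, also fell from week 2 to week 3. Fcgrt went from 3576 ± 1340 to 113 ± 36.5 CPM in the duodenum (SD, n = 3 each). Tlr5 (ENSMUSG00000079164), a receptor gene for bacterial flagellin, fell by 4.71 ± 0.33 SE on the log2 scale in the duodenum (edgeR adjusted p = 3.05e-14) and by 5.05 in the ileum (edgeR adjusted p = 1.21e-14).

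Genes of Paneth cells, which secrete antimicrobial proteins at the crypt base, and of immune cells rose. Lyz1 (ENSMUSG00000069515) increased from 3.39 ± 0.224 to 997 ± 294 CPM in the duodenum and from 2.93 ± 1.46 to 1033 ± 413 CPM in the ileum (SD, n = 3 each). It has a close relative, Lyz2, that can share reads. The antimicrobial lectin gene Reg3g (ENSMUSG00000030017) stayed at or under 49.98 CPM on average in every group up to week 3, then reached 1410 ± 1100 CPM in the duodenum and 7182 ± 1670 in the ileum at week 4 (SD, n = 3 each). Its log2 fold changes over day 0 were 9.84 ± 0.72 SE (edgeR adjusted p = 1.32e-13) and 12.87 ± 0.80 SE (edgeR adjusted p = 1.77e-15). Nos2, encoding the inducible nitric oxide synthase, averaged 232 ± 114 CPM in the ileum at week 4 (SD, n = 3) and 6.87 ± 3.63 at week 3 (SD, n = 3). Its week 4 duodenum samples stood at 0.574, 1.80 and 40.5 CPM. Cd3e, a T cell gene, and Jchain, a plasma cell gene, were below 2 CPM on average until week 3 and stood at 14.6 ± 2.43 and 6.94 ± 4.43 CPM in the duodenum at week 4 (SD, n = 3 each). Ileal values at week 4 were 11.2 ± 2.91 CPM for Cd3e and 30.2 ± 22.4 CPM for Jchain (SD, n = 3 each).

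The crypt genes Olfm4 and Lgr5 did not move in one direction. Olfm4 rose in the duodenum from 303 ± 67.3 CPM at day 0 to 4080 ± 435 at day 8 and declined to 1656 ± 239 at week 4 (SD, n = 3 each). In the ileum it stood at 128 ± 26.2, 1517 ± 166 and 919 ± 66.0 CPM at these ages (SD, n = 3 each). Lgr5 was at 13.6 ± 5.53, 98.4 ± 10.6 and 25.2 ± 0.763 CPM in the duodenum at the same ages (SD, n = 3 each). Its change from day 0 to week 4 in the duodenum was called at an edgeR adjusted p of 0.0371, and the adjusted p ran from 0.00272 to 0.194 over its 13 alternatives.

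**Figure D2:**
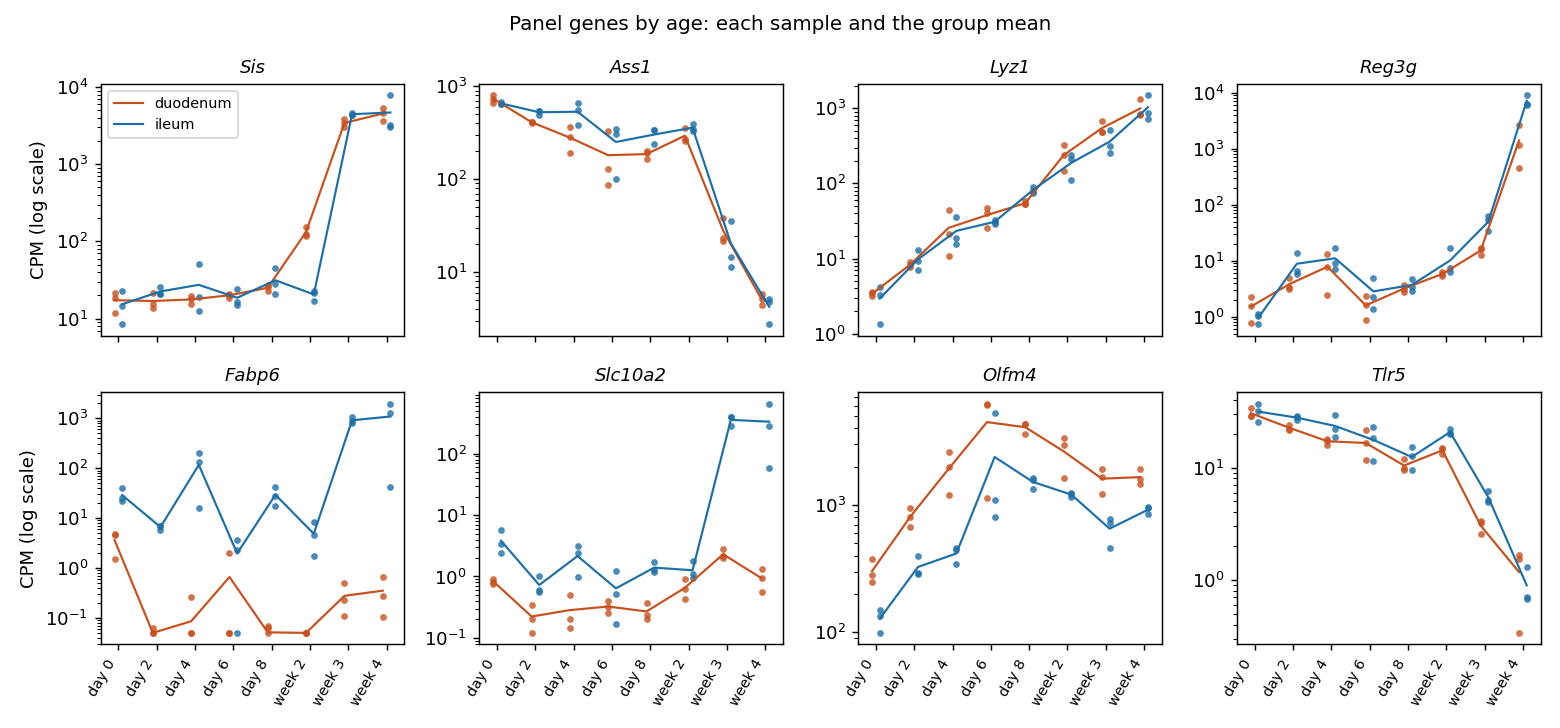
CPM on a log scale against age for 8 panel genes in duodenum (orange) and ileum (blue); points are samples, lines join group means (n = 3), and values under 0.05 CPM are drawn at 0.05. Sis rises in both regions and Fabp6 and Slc10a2 rise in the ileum at week 3, Reg3g rises at week 4, Ass1 and Tlr5 fall, the mean of Lyz1 rises at each age and that of Olfm4 is highest at day 6 and day 8.

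The largest rises from day 0 to week 4 among genes picked by rule were mostly alpha-defensin genes, whose products are Paneth cell antimicrobial peptides. In the duodenum these were Defa21, Defa41 and the desmosome gene Pkp1, and in the ileum Defa36, Defa33 and Defa21. The day 0 samples of the same region held 0 counts of these genes. Against a floor of 3 counts, Defa36 was at least 1650-fold higher at week 4 in the ileum, at 336 ± 87.4 CPM (SD, n = 3). Pkp1 was at least 181-fold higher in the duodenum, at 24.8 ± 4.29 CPM (SD, n = 3). The defensin genes are near-identical copies of one family, so the split of reads between them is uncertain. The level and fold given for Defa36 depend on that split, and no summed level of the named members is given here. Hyal5, a hyaluronidase gene, had the largest fall in both regions by log2 fold change, at -15 in the duodenum and -15.23 in the ileum. It went from 122 ± 34.3 CPM (SD, n = 3) to 0 counts in all 3 week 4 samples of the duodenum, at least 889-fold lower. In the ileum it went from 143 ± 10.5 CPM (SD, n = 3) to 0 counts at week 4, at least 701-fold lower. The imprinted non-coding RNA H19 (ENSMUSG00000000031) fell from 4978 ± 916 to 0.259 ± 0.041 CPM in the duodenum and from 7711 ± 851 to 0.562 ± 0.161 in the ileum (SD, n = 3 each). Its log2 fold changes were -14.19 ± 0.97 SE (edgeR adjusted p = 2.79e-14) and -13.78 ± 0.96 SE (edgeR adjusted p = 2.89e-14). Meltf, encoding melanotransferrin, was the other large duodenal fall, from 1683 ± 642 to 0.086 ± 0.12 CPM (SD, n = 3 each). In the ileum the rule also returned Rpl10a-ps1, a ribosomal pseudogene whose reads can be shared with its parent gene. Its call was lost in each of the 3 fits that left out a week 4 ileum sample, with an edgeR adjusted p of 0.0544 to 0.0688 (range over its 13 alternatives 7.76e-21 to 0.0688).

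Each step between neighbouring ages was tested to show when expression changed. In the duodenum the called genes numbered 869 for day 2 against day 0, 3866 for day 4 against day 2, and 1426 for day 6 against day 4. They numbered 367 for day 8 against day 6, 1528 for week 2 against day 8, 3220 for week 3 against week 2 and 1866 for week 4 against week 3. In the ileum the corresponding counts were 541, 6, 259, 10, 417, 4980 and 2622. The step from week 2 to week 3, the age at which pups left the dam, gave the most calls of the ileal steps. In the duodenum 1344 of those genes rose and 1876 fell, and in the ileum 2407 rose and 2573 fell. For the duodenal step from day 8 to week 2, 48% of calls were rises, against 58.1% of 1474 calls under RLE size factors. The share was 63.7% with the replicate block and 43.9% without the 8 samples. For week 4 against week 3 in the duodenum it went from 66% to 42.1% without the 8 samples.

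The early steps changed with single samples. For day 4 against day 2 in the duodenum, the fits that each left out one of its 6 samples gave from 0 to 5797 genes. The lowest came without duodenum day 4 number 3, when 0 genes passed the adjusted threshold and 5214 had an unadjusted p under 0.05. In the fit without the 8 samples, day 8 against day 6 gave 42 genes in the duodenum, of which 23 were among the 367, and 505 in the ileum. That fit gave 2647 genes for day 2 against day 0 in the duodenum and 2552 in the ileum. It also gave 5136 and 3078 genes for week 2 against day 8 in duodenum and ileum, and it holds no day 4 samples.

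**Figure D3:**
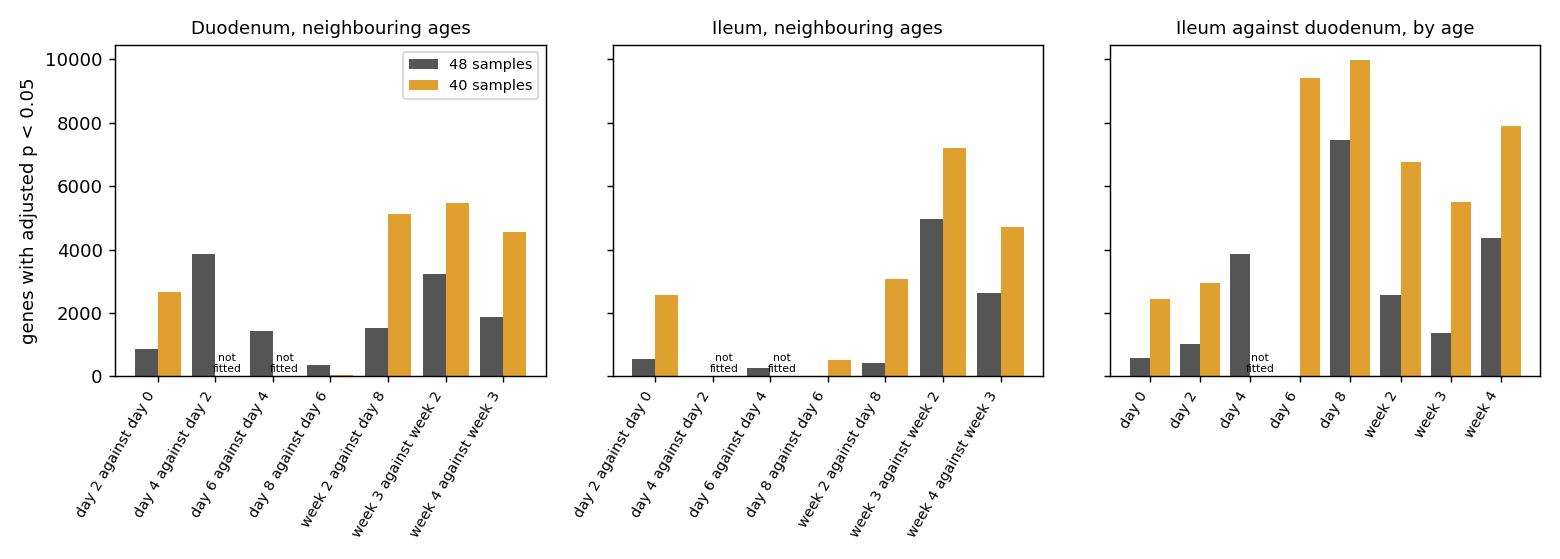
Number of genes with an edgeR adjusted p under 0.05 (vertical axis, from 0) for each step between neighbouring ages in duodenum and ileum, and for ileum against duodenum at each age. Grey bars are all 48 samples, orange bars the 40 samples that have a column in the normalized tables; for day 6 the regional comparison goes from 0 to 9409 genes.

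The regions were compared to ask how duodenum and ileum differ and at which ages. Averaged over the 8 ages, 12358 of 20901 genes were called, 6168 higher in the ileum and 6190 higher in the duodenum, and 2203 of them differed by more than 2-fold. With the sample number as a replicate block, joining the samples that share an age and a number, 11200 genes were called. The deviations of such pairs from their group means had a mean correlation across genes of 0.04 in all 48 samples, and of 0.18 in the 40 samples of the normalized tables. For samples of one age with different numbers the means were -0.03 and -0.09. Deviations cancel within a group, so these means largely follow from those of shared numbers and are no independent comparison. Of the panel genes 19 of 24 were called, and 20 with adjustment over the panel alone.

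Fabp6 (ENSMUSG00000020405), the ileal bile acid binding protein gene, and Fgf15, a hormone gene induced by bile acids, were the genes highest in the ileum by the rule. Fabp6 had a log2 difference of 8.19 ± 0.52 SE (edgeR adjusted p = 2.05e-13) and Fgf15 one of 5.67 ± 0.43 SE (edgeR adjusted p = 3.2e-12). The monocarboxylate transporter gene Slc5a8 followed with 4.00 ± 0.38 SE (edgeR adjusted p = 2.79e-10). Highest in the duodenum were Reg1, with -4.62 ± 0.58 SE (edgeR adjusted p = 7.86e-08), and Pdx1, with -4.48 ± 0.47 SE (edgeR adjusted p = 1.67e-09). Cyp4a10, a fatty acid hydroxylase gene with close relatives that can share reads, had -4.17 ± 0.39 SE (edgeR adjusted p = 2.39e-10). These differences contain the samples labelled day 6 number 3. The averages of Fabp6 and Fgf15 include ages at which no duodenum sample had over 3 counts, so they are model estimates of uncertain size. Of 10 marker genes of pancreatic acinar cells, 6 were among the 100 genes with the largest excess in the duodenum.

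At single ages the called genes numbered 578 at day 0, 1024 at day 2, 3851 at day 4, 0 at day 6, 7459 at day 8, 2561 at week 2, 1376 at week 3 and 4369 at week 4. With the replicate block they numbered 276, 497, 609, 0, 5316, 1028, 746 and 2366. The mean correlation of same-numbered pairs given above, 0.04 in all samples and 0.18 without the 8 samples, covers these pairs too. At day 6, 884 genes had an unadjusted p under 0.05 without the block. Without the 8 samples, a choice made after seeing the data, 9409 genes were called at day 6, and 9605 with the block as well. The day 6 comparison then had 2 samples per region. At week 3, 58.9% of calls were higher in the ileum with all samples, against 34.9% without the 8 samples.

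The ileum minus duodenum difference of each pair was set against the mean difference at the other ages, across 12430 genes with a mean log2 CPM of at least 1. Genes are not independent replicates, so no p-value is attached. The pair labelled day 6 number 3 had Pearson's r of -0.76, and the other 23 pairs had r from 0.37 to 0.86. Pairs of day 0 numbers 1 and 2 had the lowest positive values, 0.40 and 0.37.

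**Figure D4:**
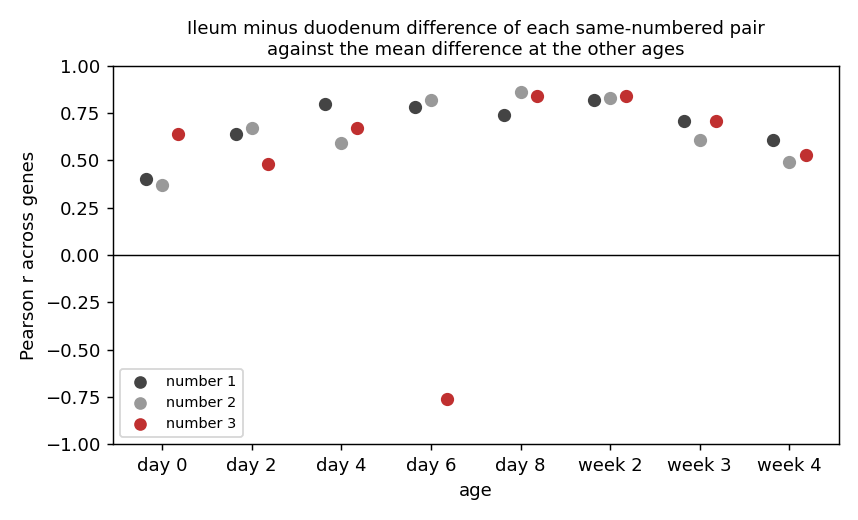
Pearson's r across 12430 genes (vertical axis) between the ileum minus duodenum log2 CPM difference of each same-numbered pair and the mean difference at the other ages, by age, one point per pair. The pair labelled day 6 number 3 lies at -0.76, and the other 23 lie between 0.37 and 0.86.

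Whether the regional difference itself changed with age was tested as an interaction. It was called for 947 of 20901 genes by edgeR's quasi-likelihood test, for 299 with the replicate block, and for 9544 without the 8 samples. In that last fit the interaction covered 7 ages. Of the 24 panel genes, 5 were called with adjustment over all genes and 7 with adjustment over the panel alone. Slc10a2 (ENSMUSG00000023073), the ileal bile acid transporter gene, had an edgeR adjusted p of 7.88e-08. It stood at 1.26 ± 0.433 CPM in the ileum at week 2 and at 354 ± 63.7 at week 3, while the duodenum stood at 0.654 ± 0.249 and 2.30 ± 0.399 CPM (SD, n = 3 each). Fabp6 in the ileum was at 4.86 ± 3.24 CPM at week 2 and at 919 ± 116 at week 3 (SD, n = 3 each), with an edgeR adjusted p for the interaction of 0.000678. In the duodenum it was at 0 and 0.277 ± 0.195 CPM at these ages (SD, n = 3 each). Its regional log2 difference was already 10.3 ± 1.51 SE at day 4, against 11.84 ± 1.48 SE at week 3. The value of 10.36 ± 2.4 SE at week 2 is a model estimate of uncertain size, since the duodenum then stood at 0 CPM. The smallest differences were at day 0 and day 6.

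Among genes with a mean log2 CPM of at least 1, which leaves out Slc10a2, the 4 with the smallest interaction p were Suox, Kcns3, Gstm4 and Akr1c13. Suox (ENSMUSG00000049858), encoding sulfite oxidase, rose in the ileum from 5.43 ± 0.824 CPM at week 2 to 124 ± 26.5 at week 3 and in the duodenum from 3.94 ± 0.491 to 7.28 ± 0.701 CPM (SD, n = 3 each). Its edgeR adjusted p for the interaction was 8.61e-08. Kcns3, a potassium channel subunit gene, fell in the ileum to 1.03 ± 0.53 CPM at week 4, against 10.6 ± 2.61 in the duodenum (SD, n = 3 each). Its edgeR adjusted p was 8.25e-07. Akr1c13, an aldo-keto reductase gene, stood at 22.8 ± 1.33 CPM in the ileum and 124 ± 58.4 in the duodenum at week 4 (SD, n = 3 each; edgeR adjusted p for the interaction 2.54e-06). Gstm4 and Akr1c13 belong to gene families whose members can share reads.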

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

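The test of an exchanged sample in this part was chosen only after the result was seen, and the tests of depth and GC content were written down before their results. The fit with GC trends was added after the correlation with GC content had been seen.

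The regional difference changed with age for 947 of 20901 genes by edgeR's interaction test, and 5 of the 24 panel genes were among them. With the replicate block, which treats same-numbered samples of one age as pairs, 299 genes were called, and 9630 with the block and without the 8 samples absent from the normalized tables, a choice made after seeing the data. Same-numbered samples possibly came from one animal (exact permutation p = 0.0041 for their sex signals), in which case the counts with the block suit the design better than 947. Sis had an edgeR adjusted p of 0.000972, Slc10a2 of 7.88e-08, Fabp6 of 0.000678, Fgf15 of 0.0041 and Tlr4 of 0.0352. These were picked out because the difference between regions was itself tested and was not the same at all ages. Of the 100 relabellings that moved samples between ages, the real one included, 1 gave as many genes, and the highest of the others gave 30. Each relabelled group mixed ages, which widens the spread within groups for genes that change with age. Low counts could then arise with or without an interaction, so these relabellings cannot decide whether the 947 reflect one.

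For Sis the test picked up week 2, when the 3 ileum samples (16.8 to 23.1 CPM) lay below the 3 duodenum samples (117 to 154 CPM). The log2 difference there was -2.69 ± 0.38 SE, and at the other ages none of the differences was called. For Slc10a2 the log2 difference was 0.92 ± 0.58 SE at week 2 and 7.26 ± 0.59 SE at week 3, when all 3 ileum samples (281 to 393 CPM) exceeded all 3 duodenum samples (2.01 to 2.76 CPM). For Fabp6 it was 3.01 ± 1.00 SE at day 0, 7.63 ± 1.64 SE at day 2, 10.3 ± 1.51 SE at day 4 and 11.67 ± 1.47 SE at week 4. At day 6, whose means contain the samples labelled number 3, it was 1.63 ± 1.16 SE, and at day 8 it was 9.06 ± 1.52 SE. Duodenum samples held at most 0.0616 CPM of Fabp6 at day 2 and 0.0684 CPM at day 8. The differences at those ages are therefore model estimates of uncertain size. Fgf15 had 1.59 ± 0.90 SE at day 0 and 5.61 ± 1.09 SE at day 8. At week 4 its 3 ileum samples stood at 10.5 to 101 CPM and the duodenum samples held at most 1 count. Tlr4 had -0.81 ± 0.53 SE at day 0 and 3.04 ± 0.60 SE at week 4, at means of 0.174 CPM in the duodenum and 1.47 CPM in the ileum, so its change rests on few counts.

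An exchange of regions in the samples labelled day 6 number 3 could have made such differences, but without the 8 samples absent from the normalized tables the count rose to 9544, of which 942 were among the 947. Depth differed between regions, yet with all libraries thinned to the lowest total, 16824021 counts, 764 genes were called, within 1.5 times of 947. The Spearman correlation across genes of the interaction F with transcript GC content was 0.12, but F has no sign, so bias at both ends of the GC range could leave it near 0. With each sample's trend with GC content in the model, 1151 genes were called, of which 871 were among the 947. Sis, Slc10a2, Fabp6 and Fgf15 stayed called, with edgeR adjusted p from 7.22e-07 to 0.00315, and Tlr4 did not (edgeR adjusted p = 0.0674). In the panel, 17 genes were called in the fit without the 8 samples, and all 5 named here were among them.

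Changes in which cells or programmes each region holds as it matures may underlie the interaction. The thinned count of 764 goes against depth as the source of the number of calls, though its overlap with the 947 genes is not given here. The count of 1151, with 871 of the 947 kept, goes against smooth GC trends as the source of most calls. Those trends were small, with a median SD over samples of 0.06 and a largest of 0.33 on the log2 scale. Reads shared between related genes and differences between litters were not tested here, and the labels give no sequencing batch. For the count as a whole, the pattern therefore cannot be told apart from those explanations. No table here goes against the differences of Slc10a2 at week 3 and Sis at week 2, where the samples of the 2 regions did not overlap.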

How the results depend on the processing

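A count of called genes is given below where an alternative moved it by more than 1.5 times, and the cause was not tested unless stated. With RLE size factors 0 of the 28 counts moved that far, and with limma on the authors' normalized signal 0 of the 2 age effects did, at either pseudocount. The sex index, chosen after seeing the data, moved 0 of the 4 steps it was added to. Requiring a mean count of at least 10 moved 1 of 28, to 400 for the ileum, day 6 against day 4.

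Without the low-count filter 15 of 28 counts moved, all to fewer genes. Duodenal counts were 517 for day 2 against day 0, 2261 for day 4 against day 2, 650 for day 6 against day 4, 65 for day 8 against day 6 and 679 for week 2 against day 8. Ileal counts were 344 for day 2 against day 0, 1 for day 4 against day 2, 90 for day 6 against day 4 and 126 for week 2 against day 8. Counts between regions were 343 for regions at day 0, 599 for regions at day 2, 1868 for regions at day 4, 1577 for regions at week 2, 825 for regions at week 3 and 629 for the interaction. DESeq2 moved 11 of 28, all to more genes. In the duodenum it gave 2173 for day 6 against day 4, 1141 for day 8 against day 6 and 2359 for week 2 against day 8. In the ileum it gave 883 for day 2 against day 0, 42 for day 4 against day 2, 670 for day 6 against day 4, 66 for day 8 against day 6 and 803 for week 2 against day 8. Between regions it gave 1010 for regions at day 0, 3 for regions at day 6 and 2456 for the interaction.

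With only the compared groups in the model 19 of 26 counts moved, and this setting cannot change the regional average or the interaction, which use all groups. Duodenal numbers were 3416 for day 2 against day 0, 0 for day 4 against day 2 (5355 at an unadjusted p under 0.05), 0 for day 6 against day 4 (1245 at an unadjusted p under 0.05), 0 for day 8 against day 6 (2568 at an unadjusted p under 0.05), 6117 for week 2 against day 8, 4924 for week 3 against week 2 and 2969 for week 4 against week 3. Ileal numbers were 1492 for day 2 against day 0, 1 for day 4 against day 2, 0 for day 6 against day 4 (1118 at an unadjusted p under 0.05), 0 for day 8 against day 6 (672 at an unadjusted p under 0.05), 3247 for week 2 against day 8 and 1319 for week 4 against week 3. Regional numbers were 895 for regions at day 0, 5279 for regions at day 2, 363 for regions at day 4, 7507 for regions at week 2, 2076 for regions at week 3 and 2344 for regions at week 4.

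The replicate block moved 15 of 28 counts, all to fewer genes. Samples of different ages are different mice, and their deviations from group means had correlations within 0.1 of 0 for shared and for other numbers. In the duodenum the block gave 673 for day 6 against day 4, 4 for day 8 against day 6 and 936 for week 2 against day 8. In the ileum the block gave 265 for day 2 against day 0, 0 for day 4 against day 2 (1439 at an unadjusted p under 0.05), 15 for day 6 against day 4, 4 for day 8 against day 6 and 28 for week 2 against day 8. Between regions the block gave 276 for regions at day 0, 497 for regions at day 2, 609 for regions at day 4, 1028 for regions at week 2, 746 for regions at week 3, 2366 for regions at week 4 and 299 for the interaction.

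Leaving out the 8 samples absent from the normalized tables, chosen after seeing the data, moved 16 of 23 counts, and the 5 results that use day 4 have no value there. The duodenum then had 2647 for day 2 against day 0, 42 for day 8 against day 6, 5136 for week 2 against day 8, 5471 for week 3 against week 2 and 4564 for week 4 against week 3. The ileum then had 2552 for day 2 against day 0, 505 for day 8 against day 6, 3078 for week 2 against day 8 and 4711 for week 4 against week 3. The regions then had 2441 for regions at day 0, 2933 for regions at day 2, 9409 for regions at day 6, 6747 for regions at week 2, 5512 for regions at week 3, 7898 for regions at week 4 and 9544 for the interaction. Adding the replicate block to that setting, also chosen after seeing the data, moved 7 of 9 counts. It gave 2842 for regions at day 0, 3332 for regions at day 2, 9605 for regions at day 6, 7054 for regions at week 2, 5845 for regions at week 3, 7632 for regions at week 4 and 9630 for the interaction.

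Leaving out one sample at a time gave ranges of called genes over the fits for each result. In the duodenum they ran from 350 to 623 for day 2 against day 0, from 0 to 5797 for day 4 against day 2 (5214 at an unadjusted p under 0.05 without duodenum day 4 number 3), from 60 to 3154 for day 6 against day 4, from 0 to 1929 for day 8 against day 6 (1774 at an unadjusted p under 0.05 without duodenum day 6 number 3), from 106 to 1037 for week 2 against day 8 and from 1097 to 1633 for week 4 against week 3. In the ileum they ran from 244 to 480 for day 2 against day 0, from 0 to 26 for day 4 against day 2 (1225 at an unadjusted p under 0.05 without ileum day 2 number 2), from 19 to 394 for day 6 against day 4, from 0 to 38 for day 8 against day 6 (1496 at an unadjusted p under 0.05 without ileum day 6 number 2), from 7 to 419 for week 2 against day 8 and from 1696 to 3113 for week 4 against week 3. Between regions they ran from 135 to 523 for regions at day 0, from 371 to 710 for regions at day 2, from 755 to 5654 for regions at day 4, from 0 to 3013 for regions at day 6 (236 at an unadjusted p under 0.05 without duodenum day 6 number 1), from 4472 to 6150 for regions at day 8, from 954 to 1540 for regions at week 2, from 594 to 1168 for regions at week 3, from 1731 to 5497 for regions at week 4 and from 620 to 2101 for the interaction. For the other results, the age effects, week 4 against day 0, week 3 against week 2 and the regional average, these fits stayed within 1.5 times.

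For single genes, 92 results had 2540 values under alternatives. Of these 2480 kept their direction and side of the threshold, 17 lost the call, 34 gained it and 9 changed direction. The changes of direction concerned uncalled differences. Lct in the duodenum, week 4 against day 0, went from 0.01 to -0.02 with a mean count of at least 10, to 0 with only the compared groups, to 0 with the replicate block and to -0.04 without the 8 samples. It ran from -0.25 to 0.35 over all its alternatives, leaving out single samples included. Slc10a2 in the duodenum, week 4 against day 0, went from 0.19 to -0.07 without duodenum week 4 number 2, and ran up to 0.47 in the other fits that left out 1 sample. Among called genes, Lgr5, Fabp6, Cubn and Nos2 in the duodenum and Rpl10a-ps1 in the ileum lost their call from day 0 to week 4 under at least 1 alternative. In the ileum, Lct, Gata4 and Tlr4 were called from day 0 to week 4 without ileum week 4 number 1, where the change of Lct was -2.88 (edgeR adjusted p = 1.34e-07, range over its alternatives 1.34e-07 to 0.395). Mki67 in both regions, Gata4 in the duodenum and Cubn in the ileum also gained that call under at least 1 alternative. So did Jchain, Sis and Ass1 for the averaged regional difference. For Jchain the edgeR adjusted p there was 0.056, and over its 55 alternatives the adjusted p ran from 0.0153 to 0.162.

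Depth limits genes of low level. A gene with 3 counts stands at up to 0.2 CPM in the library where that value is highest. Folds given as at least a value, against groups at that floor, are lower bounds.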

Other observations

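The tests of the exchanged regions, of the mixed sexes, of shared X and Y reads, of sex as a cause, of ileum week 4 number 1 and of the matching sex signals were chosen only after the results were seen.

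No gene was called between regions at day 6 with all samples, with 884 at an unadjusted p under 0.05, and 9409 were called without the samples labelled day 6 number 3 and the others absent from the normalized tables. The difference of that pair correlated across genes with the mean regional difference at the other ages with r = -0.76, and no other pair had a negative value. A candidate explanation is that the regions of the 2 samples are exchanged in the labels. A mixture of both regions would bring the slope near 0, but the slope was -1.34, against 0.3 to 1.59 in the other pairs. Low depth is not a candidate, since 12 samples had lower totals than the lower of the pair. Among the splits of the 6 samples another one gave 9815 genes. No biological explanation was tested, and whether the samples were exchanged at collection or later cannot be read from the values.

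At day 4, duodenum number 3 and ileum number 2 correlated least with the other samples of their groups. Their deviations from the group correlated across genes with transcript length at -0.39 and -0.37, and with GC content at 0.52 and 0.46. In samples of the normalized tables these ran from -0.30 to 0.25 and from -0.39 to 0.38. Gene length or GC content bias could therefore account for part of the spread at day 4, and which of them cannot be told, as they go together in these samples. Depth was not low, with 11 samples under the lower of the totals, so it is not a candidate. The 10 top genes took 23.1% of counts in duodenum number 3, inside the range of the other samples, but 13.3% in ileum number 2, below all of them, so a part played by this share cannot be excluded. No biological explanation was tested, as the design gives no group within an age.

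Duodenum day 0 numbers 2 and 3 held both Xist and Y-linked RNA. Relative to number 1, the sample with Y-linked RNA alone, number 2 had 31.7% of Ddx3y, 28.0% of Kdm5d and 29.4% of Eif2s3y, and number 3 had 37.6%, 35.5% and 28.7%. The widest gap between these genes within a sample was 8.9 percentage points. That is consistent with RNA of a male within a sample of a female. Reads shared between X and Y copies would not account for Ddx3y, which was at most 0.361 CPM in the samples with Xist alone. The Y-linked Uty was not in the comparison of shares. It stood at 21.7 and 19.9 CPM in numbers 2 and 3 and at 50.2 CPM in number 1, but also at 8.66 to 215 CPM in the samples with Xist alone. Shared or misassigned reads cannot be excluded for Uty, and it does not tell the sexes apart here. Whether tissue was pooled at day 0 is not stated in the labels.

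Of the 24 same-numbered pairs of duodenum and ileum samples, 22 had matching sex signals. Renumbering the ileum samples within ages gave 16 on average, and an exact permutation test over all renumberings, one-sided, gave p = 0.0041. This indicates that shared numbers may mark one animal, which the labels leave unstated. Only ages with more than one sex signal inform the test. Sex was uneven over ages, with Xist alone in all samples of day 6, day 8 and week 4. With a sex index in the model, 1700 genes were called for week 4 against week 3 in the duodenum (1866 without it) and 2351 in the ileum (2622 without it). Sex is therefore unlikely to account for most of those calls, though ages without males limit what the index can remove.

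The summed level of 10 markers of pancreatic acinar cells, listed before the test, ran from 11.5 to 533 CPM in the duodenum and from 5.56 to 53.2 CPM in the ileum. The highest ileal value belonged to the sample labelled day 6 number 3, and the next was 35.9 CPM. Over the 24 duodenum samples the markers rose and fell together, with a median Spearman correlation between markers of 0.56. This is consistent with pancreas attached to some pieces, highest in day 2 number 1. Among the 100 genes with the largest excess in the duodenum averaged over ages, 6 were of these 10 markers, so pancreatic RNA is a candidate source of some of the largest regional differences.

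Ileum week 4 number 1 had a mean correlation of 0.970 with the duodenum samples of week 4 and 0.967 with its own group. Gata4 stood at 86.5 CPM in it, against 21.3 and 22.7 CPM in the other ileum samples of week 4, and Lct at 1560 against 107 and 264 CPM. Fabp6 stood at 42.0 against 1265 and 1970 CPM, Slc10a2 at 58.0 against 648 and 287 CPM, and Fgf15 at 10.5 against 101 and 86.4 CPM. Leaving it out raised the regional calls at week 4 from 4369 to 5497, while leaving out number 2 or number 3 lowered them to 3342 or 1731. Levels of Nos2 and Reg3g weighed against a large share of duodenum RNA. The other ileum samples of week 4 spread from 141 to 360 CPM for Nos2 and from 6080 to 9100 CPM for Reg3g, so a smaller share stays open. Nos2, at 195 CPM, and Reg3g, at 6362 CPM, lay between the 2 other ileum samples of week 4 and above every duodenum sample of week 4, which had at most 40.5 and 2617 CPM. Sis, at 7862 CPM, was above the 5 other samples of week 4, which had at most 5334 CPM. The regions did not differ in Sis at week 4 (log2 difference 0.05 ± 0.35 SE), so Sis says little about a mixture. The slope of the week 4 number 1 pair was 0.92. It lay between those of week 4 numbers 2 and 3, 0.75 and 1.03, and inside the range of 0.3 to 1.59 of the other pairs. A more proximal piece of intestine was not tested by these values and cannot be excluded. No biological explanation was tested.

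Other splits of the samples were compared for each result. For each comparison of 3 samples with 3, 4 splits put the samples of one number on opposite sides, the real one included. The remaining 6 of the 10 splits place some same-numbered samples together and were not compared. In 23 of these 24 comparisons, 1 of the 4 splits, the real one, gave as many genes. The exception was ileum against duodenum at day 6, where 4 of the 4 splits gave as many as the real one, which gave 0 (884 at an unadjusted p under 0.05). With 4 splits the share cannot fall under 0.25, so these counts cannot exclude that the samples parted this way by accident. For the duodenal and ileal age effects and the averaged regional difference, 1 of 100 relabellings, the real one, gave as many genes. The highest counts among the others were 6630, 7724 and 3612.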
